A study of Homo sapiens with 4 samples. Its data were reported in "Thr4 phosphorylation on RNA Pol II occurs at early transcription regulating 3′-end processing" (2024).

How the data were processed

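RNA-seq was performed on poly(A) RNA of HEK293T cells expressing α-amanitin-resistant RPB1 with a wild-type (WT) or T4A CTD, with 2 libraries per group and 4 libraries in all. RNA was isolated with a column kit and libraries were made by a service provider with the NEBNext Ultra RNA kit. Per the submitters' processing notes, the tools were Trimmomatic 0.38, HISAT2 2.2.1 and featureCounts 2.0.1, with genome build hg38. According to the study's methods, adapters were trimmed, reads were aligned without strand, and mapped fragments were assigned to annotated genes. The values deposited by the authors are raw counts of fragments per gene, with no normalization and no pooling of replicates. Each library has 1 table with 62700 Ensembl gene identifiers, and no row holds anything but a gene. How fragments that fit several places were counted is not given in the sources used here, so genes with close copies, such as ribosomal protein genes with pseudogenes, histone genes and paralogs, and genes that overlap another gene on either strand, carry uncertain counts.

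The total counts were 23465029 and 19257217 in the T4A libraries and 33063535 and 24695291 in the WT libraries. Gene symbols, biotypes, genomic span, exonic length (the union of annotated exons), number of exons and GC content of the longest transcript were taken from GENCODE release 44, which was lifted to another build. It served for names and properties, and its positions on that build served only to find which genes lie near each other. Of the identifiers, 60877 were found there and 59852 matched with their version. The study's methods name an earlier GENCODE release than the one whose versions match. Coordinates printed in the text are those of RefSeq genes on GRCh38, the build of the deposited counts.

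From the deposited counts, genes were kept with filterByExpr (18139 genes), and T4A was compared with WT in edgeR 4.0.16 (R 4.3.3) with TMM normalization, glmQLFit, glmQLFTest and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, and a second count required a change over 1.5-fold as well. Standard errors are the log2 fold change divided by the square root of its F statistic. Group levels are counts per 1000000 (CPM) with TMM-scaled library sizes, given as mean ± SD of the 2 libraries. They are shares of a library, so rises and falls are relative, and RNA per cell cannot be read from them. Log2 CPM values carry a prior count of 2. An exact permutation test of 2 against 2 libraries cannot go below a chance of 33.3%, so tests rest on a spread shared across genes (common biological coefficient of variation 0.114, prior degrees of freedom 17.0). The study calls the replicates biological, but the labels do not say that they came from separate cultures, so p-values measure the spread between these libraries, which may be technical. Ratios of groups with 3 or fewer counts have an exact binomial 95% interval, which covers counting error only.

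Before the data were examined, 23 gene lists were fixed. They cover Pol II subunits and proteins that bind, modify or follow the CTD, 3′-end processing and splicing factors, histones, snoRNA hosts, stress, immediate early, p53 and interferon responses, ribosomal, respiratory, cytoskeletal, mitotic, replication and matrix genes, short- and long-lived transcripts, and markers of other cell types. Of these lists, those on stress, heat shock, immediate early, ribosomal, respiratory, cytoskeletal, matrix and AU-rich transcripts were drawn up with knowledge of what the study found in these libraries. Lists were compared with all other genes by camera (limma 3.58.1) with a preset correlation of 0.01 and again with an estimated correlation. The second version rests on the few residual degrees of freedom of 4 libraries, so a call lost there says little. The fry test, which asks whether a list moved one way on balance and compares it with no other genes, was run as well. Values were adjusted over the 23 lists, and 6 entries were not found by symbol. A list is said to be called where camera with the preset correlation passed. The text names POLR2A, the 10 largest rises and 10 largest falls among called protein-coding genes with a mean of at least 1 CPM whose T4A libraries both lay on the same side of both WT libraries, the 5 smallest p-values in each direction, up to 4 members of each list with the smallest p, and 7 genes that the study discusses. Some genes that this rule takes are not reported here. Spearman correlations across genes describe these libraries, since genes are not independent replicates. Replicates were compared by a chi-square test over genes with at least 20 counts in the pair.

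Alternatives were other normalizations (DESeq2 size factors, upper quartile, library totals), other filters (none, or a mean of at least 1 CPM), DESeq2 1.42.0, limma-voom, fixed coefficients of variation of 0.1 and 0.2, a test against a fold of 1.2, a replicate block, each library left out in turn, omission of mitochondrial genes and the 20 most abundant genes, and removal of the trend of log2 fold change on exonic length by a loess curve (span 0.5). The procedure was tested on simulated counts for the comparison of T4A with WT over 18139 genes. Of 50 genes each changed 1.5, 2, 3 and 4-fold, 42%, 72%, 84% and 96% were called in the right direction, and 4.55% of calls were false. Far more genes were called in the real comparison (4286), so these percentages need not hold there. Poly(A) site use and splicing were not analysed here, because gene counts do not carry them.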

Results

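To ask how Thr4 of the Pol II CTD bears on the transcriptome, poly(A) RNA was sequenced from HEK293T cells, a human embryonic kidney line, that had been transfected with RPB1, the largest subunit of RNA polymerase II. The CTD is the repeated heptad tail of RPB1. In the WT group it had its wild-type sequence, and in the T4A group the threonine at position 4 of the repeats was replaced by alanine. Both constructs resist α-amanitin, a toxin that eliminates endogenous RPB1. The toxin was added 1 day after transfection and kept for 48 hours at 2.5 µg/ml. Each group had 2 libraries. The T4A libraries held 23465029 and 19257217 counts, and the WT libraries held 33063535 and 24695291. Genes with counts numbered 26213 and 25696 in the T4A libraries and 28520 and 27801 in the deeper WT libraries.

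POLR2A, the gene of RPB1 (ENSG00000181222.19, chromosome 17, 7484366 to 7514616, GRCh38), was examined first. Its level was 5428 ± 70.5 CPM (SD, n = 2) in T4A cells and 3268 ± 713 CPM in WT cells, a log2 fold change of 0.73 ± 0.08 (SE, adjusted p = 7.24e-07). Transcripts of the construct and of the endogenous gene are counted together here and both constructs add to them, so this value does not check which construct a library carried. POLR2A took 0.52% and 0.535% of all counts in the T4A libraries against 0.383% and 0.287% in the WT libraries. Its log2 fold change was 0.98 without WT replicate 1 and 0.52 without WT replicate 2, and the call was lost when the coefficient of variation was fixed at 0.2 (adjusted p = 0.157).

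The comparison of T4A with WT asks which transcripts differ when Thr4 is replaced. POLR2A counts were 1.66-fold higher in T4A cells, so a difference in construct level is not separated from the mutation. The study states that Western blots were used to keep RPB1 protein equal between the constructs. XIST, the noncoding RNA of the inactive X chromosome, had the smallest p of all genes and was 4.08-fold lower in T4A cells (153 ± 4.79 against 623 ± 27.1 CPM, ENSG00000229807.13, chromosome X, 73820656 to 73852714). HSPA6, a strictly inducible heat shock chaperone on chromosome 1 (161524540 to 161526894), was 32.9-fold higher (25.8 ± 3.64 against 0.797 ± 0.199 CPM, adjusted p = 4.62e-12). In total, 1935 genes rose and 2351 fell among 18139 tested genes, and 382 of the former and 962 of the latter changed by more than 1.5-fold. The 2 groups did not overlap for 10693 genes, or 59.0% of those tested, where chance gives 33.3%. Higher genes were 45.1% of the calls. With upper quartile scaling, 2690 genes rose and 1718 fell (61.0% higher), and with library totals alone 1352 rose and 2987 fell (31.2% higher), so the balance of rises and falls depended on the scaling. Counts without 1 library lay between 1377 and 1975 for rises and between 1583 and 2545 for falls.

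**Figure D1:**
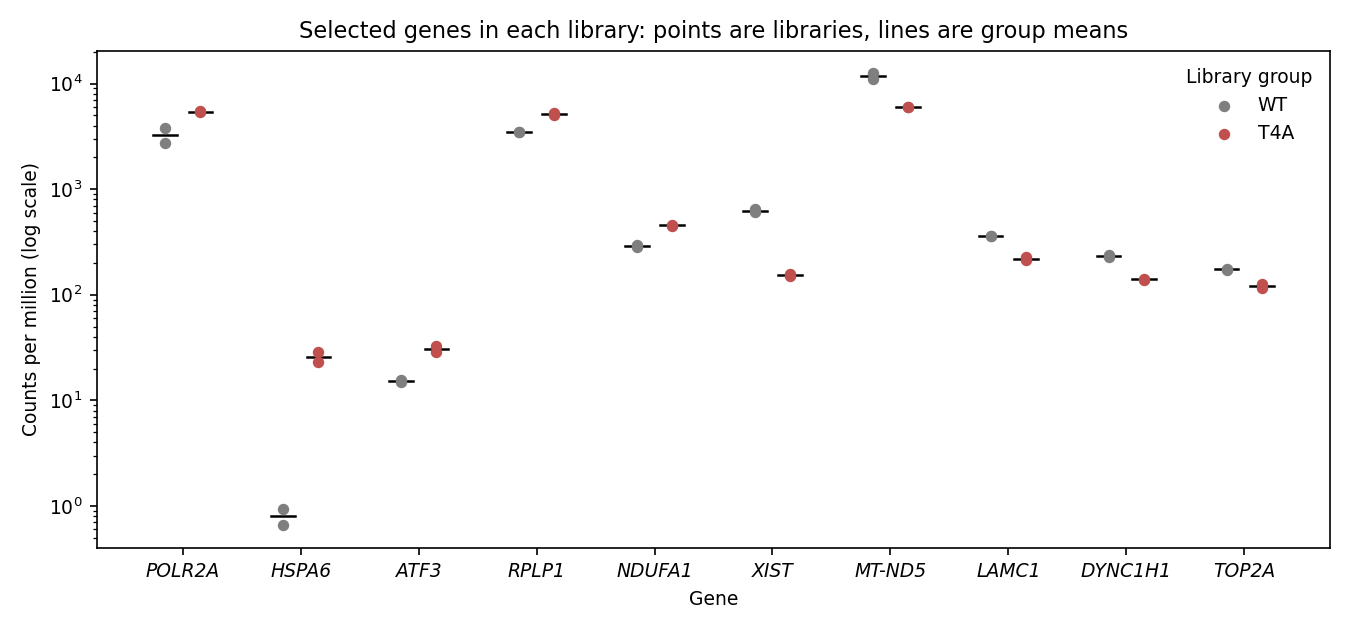
CPM (log axis) of 10 genes in the 4 libraries, with WT in grey and T4A in red, where each point is a library and each line the mean of its group. HSPA6 stood at 25.8 CPM in T4A and 0.797 CPM in WT, and XIST at 153 and 623 CPM.

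Among the smallest p-values, SMC1A, a cohesin subunit, fell by 0.78 ± 0.04 on the log2 scale (318 against 545 CPM) and TNPO1, a nuclear import receptor, fell by 0.82 ± 0.04 (227 ± 3.70 against 400.1 ± 5.45 CPM). Of the 10 largest rises, those whose call held without any 1 library were HSPA6, DECR2, a peroxisomal reductase, STX11, a syntaxin, PCGF2, a Polycomb protein, and GDF15, a stress-induced cytokine. DECR2 (chromosome 16, 401885 to 412482) had 94 and 166 counts in T4A and 0 and 1 in WT, a ratio of 352 with an exact 95% counting interval from 62.5 to 13940. STX11 reached 4.03 ± 0.465 CPM against 0.0884 ± 0.0407 CPM, PCGF2 10.03 ± 3.34 against 0.406 ± 0.353 CPM, and GDF15 3.001 ± 0.568 against 0.887 ± 0.0949 CPM. The largest falls that held without any 1 library were in CEP170, a centrosomal protein with a known pseudogene (log2 fold change −3.11 ± 0.47, 0.336 ± 0.0237 against 2.94 ± 0.366 CPM), RAPGEF5, a Rap exchange factor (−2.35 ± 0.61), and PAK3, a p21-activated kinase (−1.96 ± 0.35). The size of some of these changes still rested on 1 library. The only count of DECR2 in WT cells was in WT replicate 2, and the interval of its ratio covers counting error only. The log2 fold change of PCGF2 was 5.96 without WT replicate 1 and 3.91 without WT replicate 2, and that of RAPGEF5 was −1.58 without T4A replicate 1 and −3.81 without T4A replicate 2.

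The other 12 of the 20 largest changes each lost their call without 1 library. Without T4A replicate 1, the log2 fold change of CFD went from 2.97 to 1.25 and that of LENG8 from 3.12 to 0.75. Without T4A replicate 2, NTAN1 went from 3.54 to 1.202, U2AF1 from 2.42 to 1.08 and NTN5 from 1.83 to 1.29. Without WT replicate 1, VAMP7 went from −3.79 to −0.28, ITPK1 from −2.02 to −0.26, MLLT6 from −2.18 to −0.05, HTR2C from −1.99 to −1.88 and CACNA1I from −1.83 to −1.40. Without WT replicate 2, ABR went from −4.67 to −2.83 and PHRF1 from −3.03 to −2.65. VAMP7, for instance, had 506 and 18 counts in the WT libraries and 14 and 10 in the T4A libraries. MLLT6 (38705273 to 38729795) and PCGF2 (38733898 to 38749792) are neighbours on chromosome 17 and moved in opposite directions. PSMB3 and PIP4K2B, which follow there, differed more than 4-fold within a group. PSMB3 had 31 and 305 counts in the T4A libraries, and PIP4K2B had 264 and 10 in the WT libraries. Leaving out a library cannot test whether fragments were placed on another copy of a sequence. That stays open for the 20 largest changes, those whose call held included.

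Transcripts of cytosolic ribosomal proteins and of nuclear-encoded respiratory chain subunits were higher in T4A cells. Of 77 cytosolic ribosomal protein genes tested, 74 rose and 0 fell, the same counts as when adjusted over the list alone, with a median log2 fold change of 0.44. RPLP1 rose to 5112 ± 164 from 3454 ± 6.51 CPM, RPS21 to 1265 ± 21.6 from 776 ± 17.3 CPM, and RPS19 to 4222 ± 27.0 from 2943 ± 35.8 CPM. RPS10, RPL17 and RPS9 did not pass, at log2 fold changes of 0.34, 0.26 and −0.39. Of 71 nuclear-encoded respiratory chain subunits, 59 rose and 0 fell (61 and 1 adjusted over the list alone), with a median of 0.40. NDUFA1 of complex I rose to 455 ± 5.74 from 291 ± 10.3 CPM and UQCRQ of complex III to 577 ± 17.3 from 378 ± 7.19 CPM. COX6B1 and COX4I1 of cytochrome c oxidase rose by log2 fold changes of 0.56 and 0.46. Both lists were above all other genes by camera (adjusted p = 2.75e-98 and 1.78e-41), but not with an estimated correlation (adjusted p = 0.073 and 0.126). Both were drawn up with knowledge of what the study found in these libraries and are not independent evidence of their direction. Their members are short, with median exonic lengths of 3252 and 2615 bases, and short transcripts were higher in T4A cells in general.

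Long-lived housekeeping transcripts rose as well in their share of the counts, with 28 of 39 higher and 1 lower (30 and 1 adjusted over the list alone). Their median was 0.24 (adjusted p = 7.68e-16 by camera, or 0.0799 with an estimated correlation). TMSB10, an actin-binding peptide, rose by a log2 fold change of 0.62, FTL, the ferritin light chain, by 0.44, SOD1 by 0.39 and PPIA by 0.37. Among snoRNA host genes, 12 of 25 rose and 0 fell (14 and 0 adjusted over the list alone, median 0.32, adjusted p = 2.97e-06, or 0.154 with an estimated correlation), with SNHG5 at 0.57, SNHG6 at 0.50, DANCR at 0.34 and SNHG29 at 0.32. Of 13 Pol II subunits, 7 rose, POLR2A with its construct among them, and 1 fell (9 and 1 adjusted over the list alone, median 0.25, adjusted p = 3.18e-06, or 0.126 with an estimated correlation). POLR2L rose by 0.56, POLR2F by 0.51 and POLR2E by 0.36, whereas POLR2B, the second-largest subunit, fell by 0.34.

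Stress-response transcripts were mixed but higher on balance. Of 23 heat shock genes, 11 rose and 1 fell (11 and 2 adjusted over the list alone), and the median of 0.10 lay below the mean of 0.40, which HSPA6 raised. HSPA8, the constitutive Hsc70, rose by 0.58 and HSPB1, a small heat shock protein, by 0.57. Of 36 genes of the unfolded protein and integrated stress response, 15 rose and 6 fell (18 and 7 adjusted over the list alone, median 0.27). ATF3 rose to 30.5 ± 2.64 from 15.4 ± 0.461 CPM, and ATF4, SLC3A2 and PHGDH rose by 0.37, 0.38 and 0.31. Of 33 immediate early and AP-1 genes, 10 rose and 4 fell (12 and 4 adjusted over the list alone, median 0.46). JUN rose by 0.50, DUSP1 by 1.09 and IER2 by 0.39, and ZFP36L1 fell by 0.48. The adjusted p of these lists was 6.04e-07, 0.0021 and 0.0163 by camera, and 0.154, 0.154 and 0.212 with an estimated correlation. The call of the immediate early list was lost without WT replicate 2 (adjusted p = 0.0633) and after removal of the length trend (adjusted p = 0.083), with a median of 0.38 after that removal. These lists too were drawn up with knowledge of the study's findings and are not independent evidence of direction.

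Matrix, adhesion, cytoskeletal and mitotic transcripts were lower in T4A cells. Of 48 extracellular matrix and adhesion genes, 36 fell and 0 rose, the same counts as when adjusted over the list alone, with a median log2 fold change of −0.63. NID1, a basement membrane linker, fell to 242 ± 8.26 from 411 ± 10.5 CPM, LAMC1, a laminin chain, to 220.1 ± 9.17 from 360.1 ± 2.91 CPM, and the desmosomal genes DSG2 and DSP fell by 0.67 and 0.90 on the log2 scale. Of 78 cytoskeleton and motor protein genes, 41 fell and 9 rose (47 and 12 adjusted over the list alone, median −0.33). DYNC1H1, the heavy chain of cytoplasmic dynein, fell to 140 ± 3.90 from 232 ± 5.48 CPM, and EPB41L2, VCL and MYH10 fell by 0.63, 0.67 and 0.49. Of 56 mitotic and centrosome genes, 23 fell and 3 rose (25 and 4 adjusted over the list alone, median −0.24), among them the condensin subunits SMC2 and SMC4, which fell by 0.66 and 0.71, TOP2A, which fell by 0.52, and CENPF, which fell by 0.68. Adjusted p was 6.00e-24, 2.34e-09 and 0.000159 for these lists, and 0.073, 0.126 and 0.126 with an estimated correlation. The matrix and cytoskeleton lists were drawn up with knowledge of what the study found in these libraries and are not independent evidence. Matrix and cytoskeletal genes are long, with median exonic lengths of 13955 and 11398 bases. After removal of the length trend their medians were −0.34 and −0.08, and the cytoskeleton list was no longer called (adjusted p = 0.083, but 0.014 with length, span and GC trends removed together). The mitotic median was −0.13 after removal of the length trend and −0.10 after removal of all of these trends, and the list stayed called (adjusted p = 0.00288 and 0.0148).

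**Figure D2:**
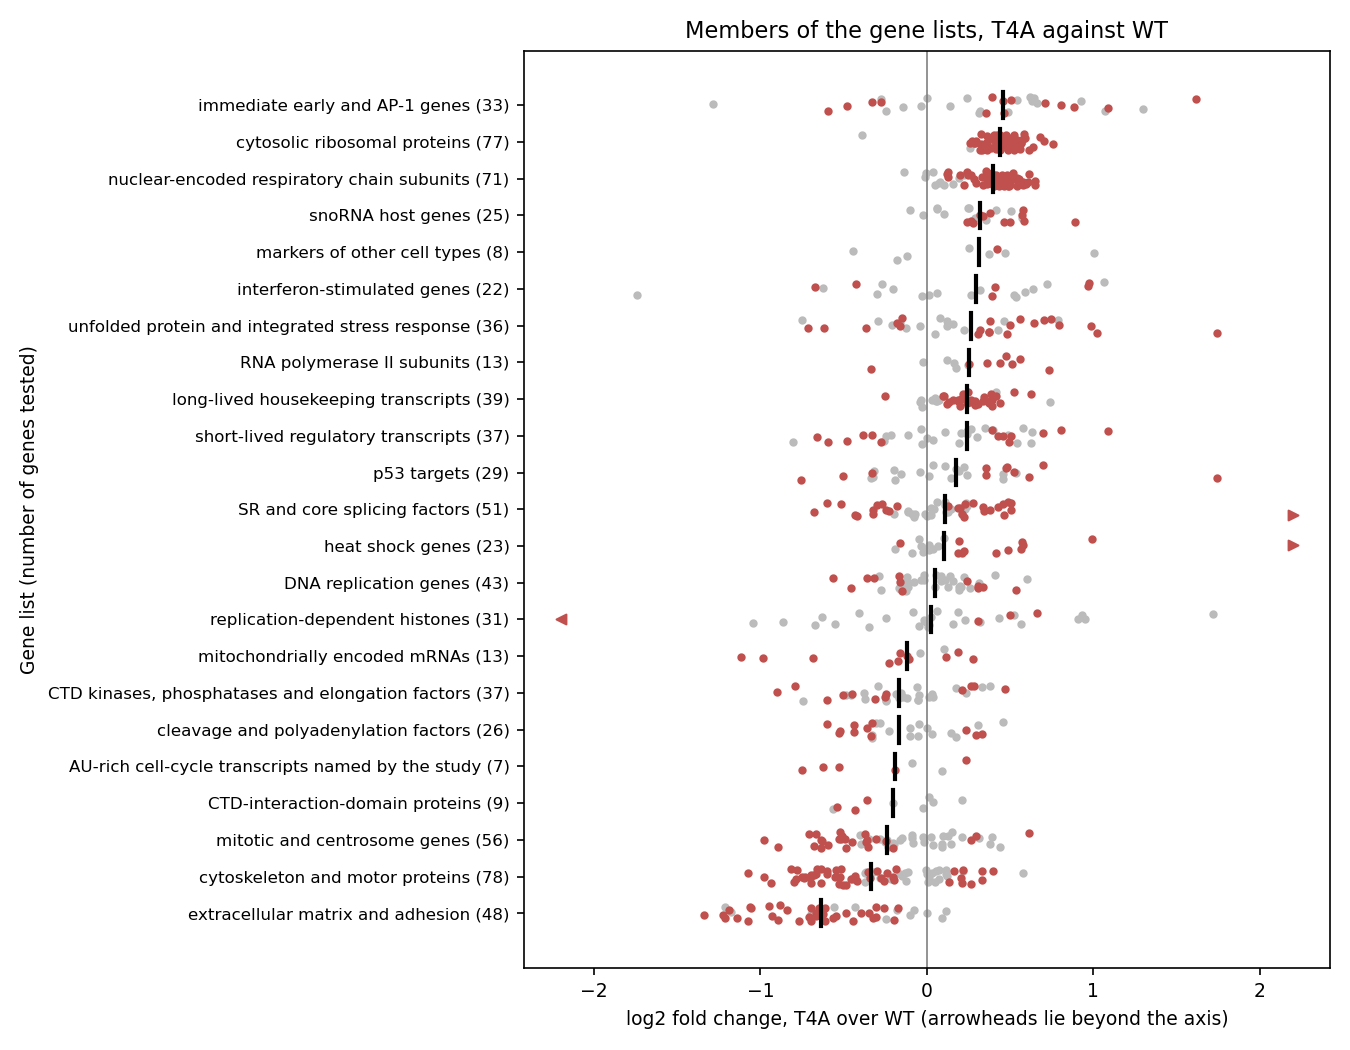
Log2 fold change (T4A over WT) of the members of 23 gene lists, 1 point per gene, in red where the adjusted p was under 0.05 and in grey otherwise, with black bars for medians and arrowheads for values beyond the axis. The ribosomal protein list has 74 of 77 members called on the right of 0, and the matrix and adhesion list 36 of 48 on the left.

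Of the 7 transcripts that the study names for poly(A) site choice or AU-rich elements, HTT fell to 227 ± 10.3 from 350 ± 15.1 CPM, CLASP2, a microtubule-binding protein, to 33.5 ± 0.878 from 56.4 ± 0.0721 CPM, and NEK7, a mitotic kinase, to 70.1 ± 0.0799 from 101 ± 4.01 CPM. CDK2 fell by 0.19 and CCND3 rose by 0.23, and each of these calls was lost without T4A replicate 2 and without either WT replicate. CCND1 and BUB3 did not pass, at −0.09 ± 0.07 and 0.09 ± 0.08. As a list, not independent of the study, 4 fell and 1 rose, the same counts as when adjusted over the list alone (median −0.19, adjusted p = 0.0015, or 0.154 with an estimated correlation). Its call was lost after removal of the length trend (adjusted p = 0.0525), although its median was then −0.22.

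Factors that bind the CTD or act at 3′ ends did not stand apart from other genes as lists by camera. Of 9 proteins listed for a CTD interaction domain or, in the case of SCAF1 and SCAF11, as SR-related and associated with the CTD, 3 fell and 0 rose (4 and 1 adjusted over the list alone, median −0.20, adjusted p = 0.0881). RPRD1A fell by 0.43, SCAF11 by 0.54 and PCF11, a termination factor, by 0.36, the last not called without T4A replicate 1 or without either WT replicate. SCAF1 stood at 0.21 ± 0.08 and RPRD1B at −0.20. Of 26 cleavage and polyadenylation factors, 8 fell and 3 rose (10 and 4 adjusted over the list alone, median −0.17, adjusted p = 0.0881), among them PAPOLA, a poly(A) polymerase, which fell by 0.44, CSTF2, which fell by 0.60, CPSF2, which fell by 0.52, and PPP1CA, which rose by 0.33. Of 37 CTD kinases, phosphatases and elongation factors, 8 fell and 4 rose (12 and 4 adjusted over the list alone, median −0.16, adjusted p = 0.0649). SUPT16H of the FACT complex fell by 0.45, CCNT1, the cyclin of P-TEFb, by 0.79, AFF4 by 0.60 and CDK13 by 0.90. With library totals alone these 3 lists were called lower (adjusted p = 0.0499, 0.0243 and 0.0243). By fry, which does not compare them with other genes, they were lower on balance (adjusted p = 0.0495, 0.00466 and 0.00767). After removal of the length trend their medians were −0.13, −0.08 and −0.06 (camera adjusted p = 0.386, 0.527 and 0.386). Of 51 SR and core splicing factors, 17 rose and 12 fell (19 and 12 adjusted over the list alone, median 0.11, adjusted p = 0.1999, and 0.0226 with upper quartile scaling). The small proteins SNRPD2 and SNRPE rose by 0.51 and 0.50, while SNRNP200 and SRRM2 fell by 0.60 and 0.68.

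The 13 mitochondrially encoded mRNAs, which Pol II does not make, also differed. They were called lower by camera (8 fell, 3 rose, and 8 and 4 adjusted over the list alone, median −0.12, adjusted p = 2.70e-05, or 0.376 with an estimated correlation), a call lost without WT replicate 1 (adjusted p = 0.0574) and not shared by fry (adjusted p = 0.126). MT-ND5 was 1.98-fold lower (5958 ± 20.1 against 11780 ± 1014 CPM), and MT-ND4L and MT-ATP8, which overlap the genes of a longer mRNA, fell by 1.12 and 0.69, whereas MT-CO3 rose by 0.19. The mitochondrial genome gave 18.96% and 18.81% of all counts in the T4A libraries and 21.4% and 20.2% in the WT libraries.

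The remaining lists did not pass by camera. Of 29 p53 targets, 8 rose and 3 fell (9 and 4 adjusted over the list alone, adjusted p = 0.0881, and 0.0492 without WT replicate 2). FDXR rose by 0.52, BAX by 0.36 and GDF15 by 1.74, and TP53INP1 fell by 0.75. Of 31 replication-dependent histone genes, which share sequence among copies, 3 rose and 1 fell, the same counts as when adjusted over the list alone (adjusted p = 0.358), with H1-2 at 0.66 and H2BC12 at 0.31. Of 43 DNA replication genes, 5 rose and 7 fell, the same counts as when adjusted over the list alone. The median of 0.05 and the mean of 0.03 were above 0 while the test pointed down (adjusted p = 0.999). POLA1 fell by 0.56 and POLE by 0.36, and RPA3 rose by 0.33. Of 22 interferon-stimulated genes, 4 rose and 2 fell (6 and 3 adjusted over the list alone, adjusted p = 0.271), with ISG15 at 0.97. Of 37 short-lived regulatory transcripts, 17 of whose listed genes stand in another list, 8 rose and 6 fell (9 and 6 adjusted over the list alone, adjusted p = 0.109, and 0.0429 by fry, which compares it with no other genes). Of 24 markers of blood, liver, muscle, skin and fibroblast cells, 8 were abundant enough to test and 1, CD14, was called higher (0.42 ± 0.15, 0 adjusted over the list alone, list adjusted p = 0.628), a call lost without T4A replicate 2 or WT replicate 1.

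The change between T4A and WT followed gene length across genes. Among 13598 protein-coding genes, the median log2 fold change went from 0.39 in 180 genes with under 1 kb of exons to −0.33 in 1379 genes with over 12 kb, of which 2.54% rose and 39.2% fell. By genomic span it went from 0.32 under 3 kb to −0.32 over 300 kb. Across these genes, Spearman's rho was −0.43 with exonic length, −0.39 with genomic span and 0.34 with GC content. For each of the 4 pairs of a T4A and a WT library, rho of the log2 ratio with exonic length over all tested genes lay between −0.31 and −0.29, whereas it was −0.02 between the T4A libraries and 0.01 between the WT libraries. With the length trend removed, 1998 genes rose and 1390 fell, and 2746 of the 4286 original calls remained.

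**Figure D3:**
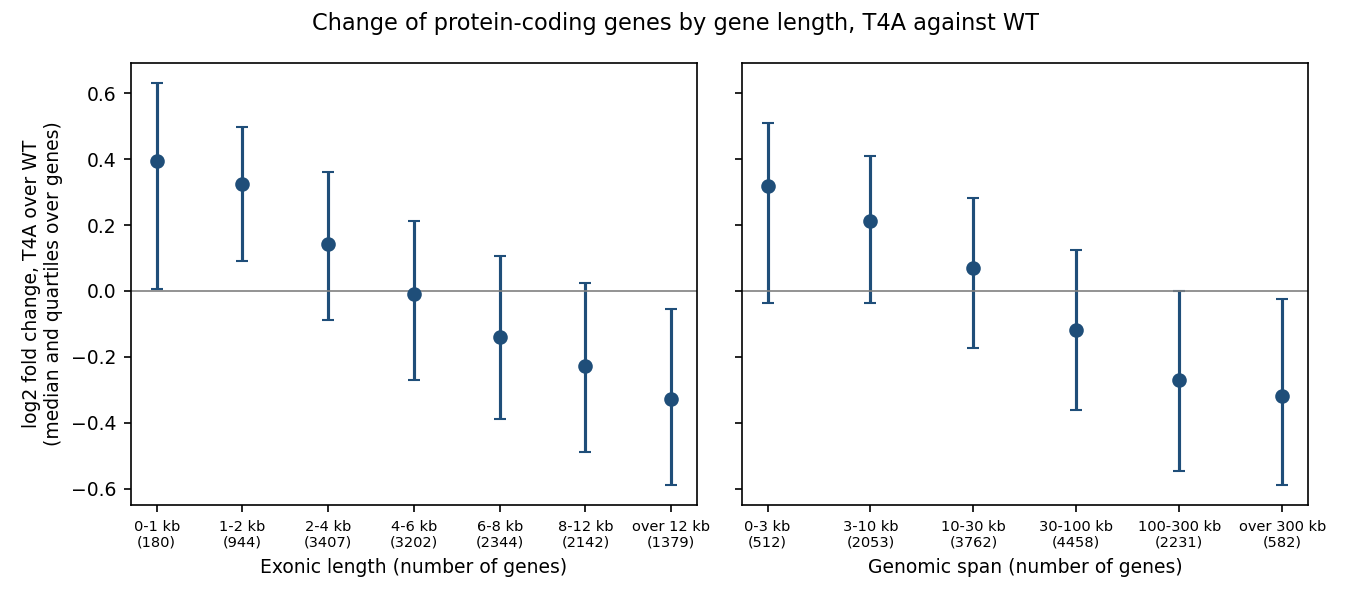
Median log2 fold change (T4A over WT) of protein-coding genes by exonic length (left) and genomic span (right), with bars from the first to the third quartile over genes and the number of genes under each bin. The medians fall from 0.39 to −0.33 with exonic length and from 0.32 to −0.32 with span.

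By gene class, protein-coding genes had a median log2 fold change of −0.03 (1713 rose and 2229 fell of 13598), lncRNAs of 0.07 (127 rose and 64 fell of 3197) and processed pseudogenes of 0.21 (59 rose and 18 fell of 627). Processed pseudogenes share sequence with their parent genes, so their counts are uncertain. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.49 between the T4A libraries and 5.70 between the WT libraries, against 30.6 to 43.9 between libraries of different groups, so each library counted as 1 replicate. Pearson's r of log2 CPM across genes was 0.97 within T4A, 0.98 within WT and 0.97 for each pair of libraries of different groups.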

Values the study reported

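The study reported 996 genes with lower and 257 genes with higher expression in T4A cells, at an absolute fold change above 1.5 and an adjusted P value below 0.05.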

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

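Among the alternatives below, the newer quasi-likelihood method, the joint removal of length, span and GC trends, thinning of all libraries to the smallest, and omission of genes over 4-fold apart within a group were chosen after the data were seen, and the legacy quasi-likelihood option equals the method used. The counts of rises and falls (1935 and 2351) stayed within 1.5 times under DESeq2, limma-voom, other filters and each library left out, and no called gene list and no named gene that was called changed direction in any alternative. Over all 4286 calls, the sign turned for 101 with the length trend removed, for 147 with length, span and GC trends removed, and for at most 2 in any other alternative. With a coefficient of variation fixed at 0.2, 239 genes rose and 306 fell, with the same 239 and 306 over 1.5-fold, and POLR2A was no longer called at the same log2 fold change of 0.73. Fixed at 0.1, the counts over 1.5-fold were 1173 and 1665. Against a fold of 1.2, 596 rose and 980 fell, and 214 of the rises exceeded 1.5-fold. Rises over 1.5-fold numbered 686 with upper quartile scaling and 233 with library totals, and falls over 1.5-fold numbered 648 and 1339. The excess of falls at this threshold (382 rises and 962 falls with TMM) thus turned into a small excess of rises with upper quartile scaling. With the length trend removed, 1390 genes fell, 454 of them over 1.5-fold, and 3 lists were lower in place of 5. With length, span and GC trends removed, 1169 fell, 371 of them over 1.5-fold. With an estimated correlation, 0 lists were called higher (8 with the preset value) and 0 lower (5), although 7 of the 23 had an unadjusted p under 0.05 and fry, which compares a list with no other genes, called 16, and with library totals 8 were called lower. The estimated correlation was under the preset 0.01 for matrix and adhesion (−0.0086) and Pol II subunits (−0.0556), which lost their calls all the same. Among called lists it was above 0.01 for snoRNA hosts (0.0615), heat shock (0.0437), ribosomal (0.0514), respiratory (0.1415) and mitochondrial (0.7636) lists. A higher correlation is thus not the whole reason for the lost calls. The few residual degrees of freedom also weaken this version. The cause of the other changes was not tested. The replicate numbers did not pair the libraries (deviations of same-numbered libraries correlated at −0.0038 across genes). With a replicate block 2012 genes rose and 2432 fell, POLR2A stood at 0.75, and the list of CTD kinases, phosphatases and elongation factors was called lower (adjusted p = 0.0474). With 1 library left out, the lone library is assumed to vary like the other group, and at least 2912 of the 4286 calls were called again. In counts simulated at these depths and numbers of libraries, 42% of 1.5-fold changes were called, with far fewer genes changed than were called here. Thinned to the smallest library, 1887 genes rose and 2208 fell. Without the genes over 4-fold apart within a group, 2082 rose and 2484 fell.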

Other observations

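The tests of gene families defined by symbol, of mitochondrial mRNAs (both the correlation and the reading frames) and of GC content and genomic span by partial correlation, the narrower set of single-exon genes, and the removal of length, span and GC trends together were chosen only after the data had been seen, in the case of the narrower set after a first set had been tested.

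Mitochondrial ribosomal protein, proteasome and mitochondrial import genes rose along with the cytosolic ribosomal and respiratory genes. Of 75 mitochondrial ribosomal protein genes, 39 rose and 2 fell (median log2 fold change 0.30), with MRPL41, MRPS21 and MRPS34 at the smallest p. Of 34 proteasome subunits, 17 rose and 1 fell (median 0.23), among them PSMB4 and PSMA7. Of 23 mitochondrial import genes with TIMM or TOMM symbols, 13 rose and 1 fell (median 0.29), TOMM7 among them. Over 14 families tested together, camera gave adjusted p = 1.31e-07, 0.00022 and 3.40e-06 for these, which became 0.238, 0.243 and 0.243 with an estimated correlation. Of 13 subunits of initiation factor EIF3, 6 rose and 1 fell (adjusted p = 0.0728). Zinc finger genes of the ZNF series, solute carriers, kinesins, Integrator subunits, HOX genes, protocadherins and channel genes did not pass, nor did the chaperonin CCT, tRNA synthetases and the vacuolar ATPase. Of 16 tRNA synthetases, 1 rose and 3 fell, and the test pointed down (adjusted p = 0.926). With length, span and GC trends removed, EIF3, tRNA synthetases and the vacuolar ATPase were called higher by camera (adjusted p = 4.13e-05, 0.0439 and 0.0317), which turned the direction of the synthetases, but not with an estimated correlation (adjusted p = 0.235, 0.343 and 0.349). Of 402 ZNF genes 22 rose and 47 fell (median −0.08, adjusted p = 0.334).

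Long transcripts were lower and short ones higher in both T4A libraries, and the tables argue against GC content as the whole cause, since the partial rho with exonic length given GC was −0.37 (95% bootstrap interval −0.38 to −0.35), and against genomic span, and so transcription over long gene bodies, as the whole cause, since it was −0.24 (−0.26 to −0.23) given span and GC. A loss of long RNA that does not need Pol II may contribute, but the evidence is weak: rho with length was −0.72 (permutation p = 0.0164) over the 11 mitochondrial mRNAs left without MT-ND4L and MT-ATP8, which were left out after their values were seen, and −0.11 (permutation p = 0.727) over all 13, and in both mitochondrial mRNAs with 2 overlapping reading frames the 5′ frame lay below the 3′ frame, with MT-ND4L minus MT-ND4 at −0.89 ± 0.06 (SE) and MT-ATP8 minus MT-ATP6 at −0.52 ± 0.07, which a difference in fragment length, not tested, could also give. Single-exon genes also met the bound set beforehand (rho −0.20 over the 453 genes tested first and −0.33 over a narrower 287), but span equals exonic length in the narrower set, so that set cannot separate them. A partial effect of gene bodies (partial rho with span given exonic length and GC, −0.11) stays open. So does a partial association with GC content (partial rho given exonic length and span, 0.21, interval 0.19 to 0.22). An effect of T4A on long transcripts stays open too, because both T4A libraries showed the trend and RNA integrity values are not given in the sources used here. The study's methods state that the service provider assessed RNA integrity, without giving values.

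A set of 236 genes with a mean of at least 0.5 CPM differed more than 4-fold between the 2 libraries of a group, and 18 of them were called. Counting noise with the spread of genes of the same abundance gave 108 to 141 such genes in 20 simulations, which argues against it as the whole source of the 236. Among them, 28.4% had another such gene within 500 kb, against a median of 16.04% in 1000 random sets matched on abundance, of which 1 was as high and the highest reached 34.0%. These positions were those of the lifted annotation, since a first run on GRCh38 coordinates covered 72.5% of the genes and was void. The bound set beforehand was the highest of the random sets, so whether fragments were placed on one or another copy of duplicated reference sequence stays open, and no biological explanation was tested.

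Cytosolic ribosomal protein and nuclear-encoded respiratory chain transcripts were higher in T4A cells, and their genes are short. The trend with annotated exonic length did not account for the whole rise. With it removed, the medians were 0.38 for ribosomal proteins and 0.31 for respiratory subunits (from 0.44 and 0.40). With length, span and GC trends removed they were 0.40 and 0.33. Camera with the preset correlation still called both lists, whose calls before removal were lost with an estimated correlation (adjusted p = 0.073 and 0.126). Exonic length here joins all annotated exons of a gene, so it can exceed the length of the mRNA and the removal can correct too little. Protein-coding genes with 2 to 4 kb of exons had a median of 0.14, and those under 1 kb had 0.39. The length of the mRNA as the cause thus stays open. An effect of T4A on these transcripts, reads shared with ribosomal pseudogenes and a difference in RNA handling between the groups may each remain, and the design does not separate the first from the last. Since levels are shares of the counts, these transcripts may also hold a larger share without more RNA per cell.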
